# Meta-analysis of retinal transcriptome profiling studies in animal models of myopia

**DOI:** 10.3389/fmed.2024.1479891

**Published:** 2025-01-14

**Authors:** Teele Palumaa, Shruti Balamurugan, Machelle T. Pardue

**Keywords:** myopia, transcriptomics, meta-analysis, experimental models, RNA-Seq

## Abstract

**Objective:**

Myopia prevalence is increasing at alarming rates, yet the underlying mechanistic causes are not understood. Several studies have employed experimental animal models of myopia and transcriptome profiling to identify genes and pathways contributing to myopia. In this study, we determined the retinal transcriptome changes in response to form deprivation in mouse retinas. We then conducted a transcriptome meta-analysis incorporating all publicly available datasets and analyzed how the results related to the genes associated with refractive errors in human genome-wide association studies (GWAS).

**Methods:**

Form deprivation was induced in three male C57BL6/J mice from postnatal day 28 (P28) to P42. Retinal gene expression was analyzed with RNA sequencing, followed by differential gene expression analysis with DESeq2 and identification of associated pathways with the Kyoto Encyclopedia of Genes and Genomes (KEGG). A systematic search identified four similar retinal transcriptomics datasets in response to experimental myopia using chicks or mice. The five studies underwent transcriptome meta-analyses to determine retinal gene expression changes and associated pathways. The results were compared with genes associated with human myopia.

**Results:**

Differential gene expression analysis of form-deprived mouse retinas revealed 235 significantly altered transcripts, implicating the BMP2 signaling pathway and circadian rhythms, among others. Transcriptome-wide meta-analyses of experimental myopia datasets found 427 differentially expressed genes in the mouse model and 1,110 in the chick model, with limited gene overlap between species. Pathway analysis of these two gene sets implicated TGF-beta signaling and circadian rhythm pathways in both mouse and chick retinas. Some pathways associated only with mouse retinal changes included dopamine signaling and HIF-1 signaling pathway, whereas glucagon signaling was only associated with gene changes in chick retinas. The follistatin gene changed in both mouse and chick retinas and has also been implicated in human myopia. TGF-beta signaling pathway and circadian entrainment processes were associated with myopia in mice, chicks, and humans.

**Conclusion:**

This study highlights the power of combining datasets to enhance statistical power and identify robust gene expression changes across different experimental animal models and conditions. The data supports other experimental evidence that TGF-beta signaling pathway and circadian rhythms are involved in myopic eye growth.

## 1 Introduction

Myopia prevalence rates are increasing worldwide (1) yet the causes for this are not fully known. While there is convincing evidence that the retina is essential for signaling refractive eye growth [see review (2)], the exact mechanisms that regulate this process remain elusive. Current myopia control methods, which include optical and pharmacological treatments and lifestyle changes, are limited in their effect size (3). Therefore, understanding the causal mechanisms regulating refractive development and myopia is essential for optimizing current treatments and developing novel approaches to myopia management.

The field of myopia research has significantly benefitted from studies conducted on animal models that investigate molecular changes associated with myopia development. Two primary methods for inducing experimental myopia are form deprivation and lens-induced myopia, where either a diffuser goggle or a negative-powered lens is placed in front of the experimental eye, resulting in the induction of myopic refractive shift (4, 5). The increasing accessibility and affordability of advanced sequencing technologies have made transcriptome analyses increasingly popular. Several studies have implemented transcriptome profiling of the retinal tissue to identify molecular signatures and cellular pathways associated with myopic eye growth (6–13). However, despite the wealth of data generated, the sample size of each study is usually relatively small, which can limit the statistical power and robustness of findings. In addition to the variability between studies arising from slight differences in experimental protocols, other sources of variation include differences in sequencing methods and analysis pipelines (14). Furthermore, the robustness of retinal changes in response to myopic stimulus can also be evaluated by analyzing samples from different species.

Conducting meta-analyses addresses some of the limitations of transcriptome profiling by retrieving samples from multiple studies that analyze the same experimental condition and applying the same analysis pipelines. Meta-analyses remove variation introduced by applying different analysis pipelines and increase the sample size, thus enhancing statistical power. This approach provides an overview of the most robustly changing genes and pathways across different laboratories and experimental models and has been used in several contexts (15, 16). Identifying these consistent changes can result in a better understanding of the underlying biological processes and mechanisms.

In this article, we first present a transcriptome analysis of retinal changes in a mouse model of form deprivation myopia (FDM). Then, we perform a systematic search and meta-analysis of publicly available transcriptomic datasets related to experimental myopia in animal models. Through this combined approach, we aim to identify key gene expression changes and pathways involved in myopia development, which may provide insights into the robust molecular mechanisms underlying this condition. Furthermore, we compare the transcriptomic changes with genes and pathways associated with human refractive errors to determine which retinal changes in experimental myopia may be associated with the human disease.

## 2 Materials and methods

### 2.1 Animals

All animal experiments were approved by the Atlanta Veterans Affairs Institutional Animal Care and Use Committee (protocol V015-14). Male C57BL/6J mice were housed in a standard 12-12 hour light-dark cycle. Food and water were provided *ad libitum*. From postnatal day (P) 28, mice were exposed to FDM by surgically attaching a head-mounted diffuser goggle over the right eye (17). The left eye remained uncovered and served as an internal control. Refractive error, corneal curvature and axial length were measured at P28, P35, and P42. After dilating the eyes with 1% tropicamide, mice were anesthetized (ketamine 80 mg/kg; xylazine 16 mg/kg). Refractive error was measured with an automated infrared eccentric photorefractor (5), corneal radius of curvature was measured using an automated keratometer (18) and axial length with a spectral domain optical coherence tomography system (Bioptigen, Durham, NC, USA). Myopic shift was calculated as the refractive error difference between the goggled and uncovered eye.

### 2.2 Tissue preparation and RNA sequencing

At P42, mice were sacrificed by cervical dislocation during the light phase; their retinal tissue was immediately collected, flash-frozen on dry ice, and stored at −80°C until further processing. Total RNA was extracted using TRIzol and RNeasy Micro kit RNA extraction methods according to the manufacturers' protocols. RNA quantity was measured with a NanoDrop 1000 (Thermo Fisher Scientific), RNA quality was analyzed with the Agilent 2100 Bioanalyzer using the Pico chip (Agilent Technologies), and samples with an RNA integrity number (RIN) >7.5 were used for RNA sequencing (RNA-Seq). RNA was submitted to Emory Integrated Genomics Core. Following poly-A enrichment, 50-base paired-end libraries were prepared and sequenced on the Illumina HiSeq Sequencing System at 50 M reads per sample. The RNA-Seq data of this study are available in the Gene Expression Omnibus repository, accession number GSE284642, and BioProject, accession number PRJNA1200000.

### 2.3 RNA sequencing data analysis

FASTQ files were uploaded to the Galaxy web platform (19). Read quality was analyzed with FastQC (20). Reads filtered for low-quality reads and trimmed using Trimmomatic (21). Transcript abundance was quantified with Salmon (22). Count normalization and differential analysis were conducted with DESeq2 (23) in R (24) and an unadjusted *p* value of < 0.05 was considered statistically significant, as this analysis is exploratory in nature with an aim to suggest further hypotheses. Differentially regulated pathways and cellular functions were further analyzed using the KEGG database (25) and GO terms (26) and visualized with pathfindR (27) and ggplot2 (28).

### 2.4 Systematic search of transcriptomics datasets

A search was conducted on the PubMed, Gene Expression Omnibus (GEO) and BioProject databases using the following search statement: retina^*^ AND (transcriptom^*^ OR “RNA seq^*^” OR “RNA-seq^*^” OR microarray) AND (myopia OR “short^*^sighted^*^” OR “refractive error” OR “refractive development” OR “ocular growth” OR “eye growth” OR “experimental myopia” OR “lens-induced myopia” OR “image defocus” OR “form^*^deprivation”). All searches were conducted on June 5, 2024. The results were screened for studies that met the following inclusion criteria:

1. The study used an animal model.
2. The study included samples from control eyes and eyes with experimentally induced myopia.
3. The study analyzed retinal samples. All combined tissue samples, e.g. retina/RPE/choroid were excluded.
4. The study conducted whole-genome transcriptome profiling (RNA-Seq or microarray analysis).

### 2.5 Data processing and meta-analysis

With this search, six RNA-Seq datasets were identified (Table 1). The unprocessed data files of identified studies in the FASTQ format were located. In two instances, the studies filled the inclusion criteria, yet the raw data was not found nor accessed after contacting the corresponding author. Identified studies used either the chick or mouse model of myopia, and the samples from different species were analyzed separately.

**Table 1:** Experimental myopia retinal transcriptome profiling studies identified.

**#**	**References**	**BioProject accession number**	**Species**	**Myopia model**	**Animal age at the start of treatment**	**Myopia induction duration**	**Control group**	**No. of samples (experimental + control)**	**Sex**
1	Karouta et al. (7)	PRJNA678523	Chick	FDM	7 days	4 and 24 h	Age-matched untreated controls	15 (7 + 8)	M
2	Li et al. (2)	PRJNA832969	Mouse (C57BL/6J)	FDM	3 weeks	4 weeks	Contralateral untreated eye	12 (6 + 6, each sample 3 retinas pooled)	M
3	Shan et al. (45)	PRJNA766764	Chick	LIM (−10D)	4 days	24 and 48 h	Contralateral untreated eye	12 (6 + 6)	*Not collected*
4	Stone et al. (10)	PRJNA946718	Chick	FDM	Newly hatched	24–44 h (every 4 h)	Contralateral untreated eye	72 (36 + 36)	M and F
5	*Current article*		Mouse (C57BL/6J)	FDM	4 weeks	2 weeks	Contralateral untreated eye	5 (2 + 3)	M
**Not included**									
	Tkatchenko et al. (6)	–	Marmoset	LIM (−5D)	74 ± 5 days	10 days and 5 weeks	Contralateral eye with plano lens	24 (12 + 12)	M and F
	Ji et al. (9)	PRJNA994038 (*not found on June 5, 2024*)	Mouse (C57BL/6J)	LIM (−25D)	4 weeks	4 weeks	Contralateral untreated eye	6 (3 + 3)	*Not stated*

FDM, form-deprivation myopia; LIM, lens-induced myopia.

The FASTQ files were imported to the Galaxy platform (19), filtered for low-quality reads, and trimmed using Trimmomatic (21), specifying the adapter parameters to what was used in each experiment. The quality of individual reads was analyzed with FastQC (20) before and after the trimming process. Samples were excluded if the percentage of duplicates, read count, or GC content was >2 standard deviations from the mean of the respective study. Transcript abundance was quantified with Salmon (22), estimates were aggregated to the gene level.

Non-normalized untransformed count matrices of each study were obtained using tximport package (v 1.28.0) (29) in R. Next, ComBat-seq (30) from the sva package (v 3.48.0) (31) was used to remove batch effects between studies, specifying the study identifier as the batch variable and the treatment group (experimental myopia vs. control) as the grouping variable. Manipulations used for myopia induction were not separated in this meta-analysis. Low-abundance transcripts were eliminated by retaining only genes with >10 counts in the number of samples of the smallest experimental group. Differential gene expression between control and experimental myopia samples was conducted using the DESeq2 package (23). An unadjusted *p* value of < 0.05 was considered statistically significant, which does increase type I error risk, but as the analysis has inherently high biological variability, a more stringent criteria could eliminate potentially interesting and relevant findings. Transcripts were annotated using the *Mus musculus GRCm38* Ensembl v91 release or the *Gallus gallus* GRCg7b Ensembl v112 release genome assemblies. Differentially expressed pathways and cellular functions were further analyzed using the KEGG database (25), and visualized with pathfindR (27) and ggplot2 (28). Principal component analyses (PCA) of experiments were performed on the variance-stabilized counts of the RNA-Seq data using DESeq2 (23). PCA coordinates were extracted, considering treatment and batch as grouping factors.

Genes associated with refractive errors from genome-wide association studies (GWAS) were retrieved from the GWAS Catalog (32). Single nucleotide variants (SNVs) and their corresponding mapped genes were obtained for traits “myopia” (Experimental Factor Ontology [EFO] trait HP_0000545) and “abnormality of refraction” (EFO trait HP_0000539). Pathways enriched for genes associated with a genetic predisposition to myopia were determined using the KEGG database (25) and visualized with pathfindR (27) and ggplot2 (28).

## 3 Results

### 3.1 Transcriptomic changes in response to FDM in the mouse retina

Form deprivation was induced in three male mice from postnatal day (P) 28 by placing a translucent goggle in front of the right eye with a head-mounted pedestal, while the contralateral left eye remained uncovered and served as a control eye (17). By P42, the form-deprived eyes developed myopia, as their refractive error was on average 1.37 ± 0.87 D [mean ± standard deviation (SD)] more myopic than the contralateral uncovered eyes (P28 vs. P42 *p* = 0.008, one-way ANOVA with Šidák's correction for multiple comparisons; Figure 1A). We did not observe statistically significant changes in axial length and corneal radius of curvature between the control and form-deprived eyes (two-way repeated measures ANOVA, age x eye interaction effect *p* > 0.05; Figures 1B, C), which is not uncommon as the magnitude of changes is very small (33, 34).

**Figure 1:**
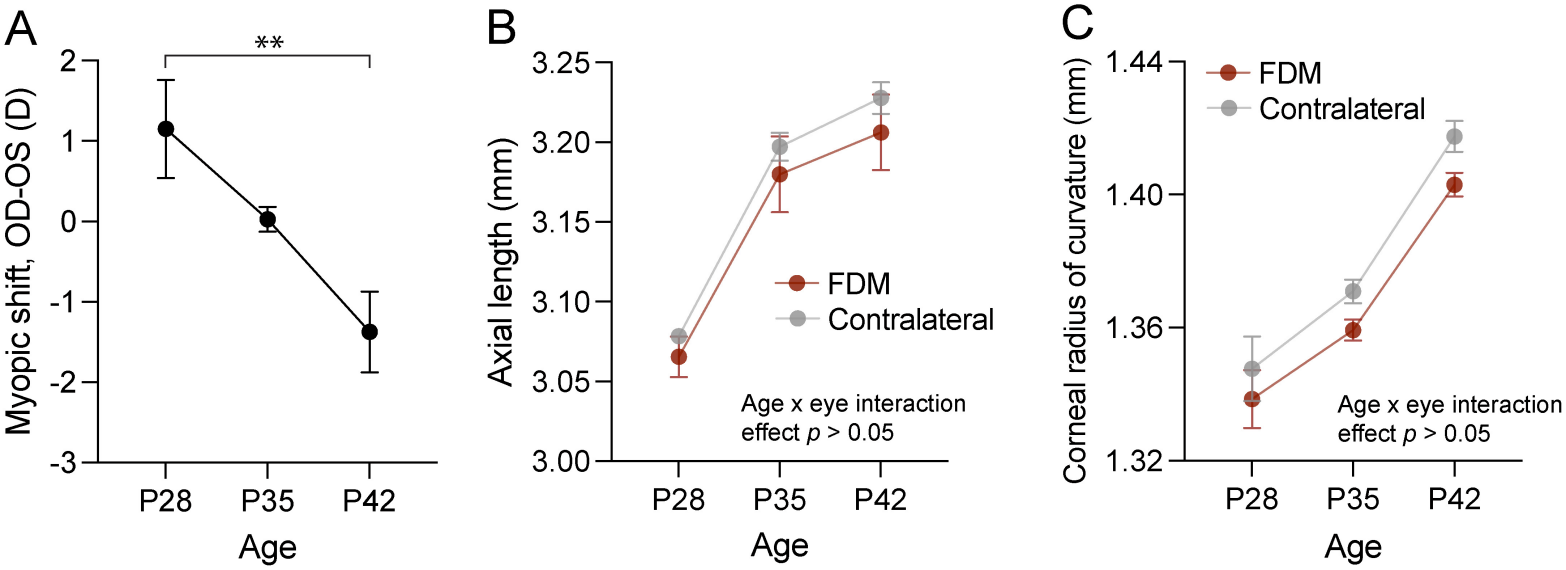
Ocular changes in response to form deprivation in mice used in the RNA sequencing experiment. **(A)** The myopic shift, expressed as the interocular difference in refractive error, showed relative myopia in the form-deprived eye of wild-type C57BL/6J mice after two weeks of form deprivation. Axial length **(B)** and corneal curvature **(C)** dynamics in response to form deprivation revealed no interaction effect between age and form deprivation. Data are mean ± SEM, *n* = 3. In **(A)**, statistical analysis was performed using one-way ANOVA with Šidák's correction for multiple comparisons. In **(B, C)**, two-way repeated measures ANOVA was used. ** *p* < 0.01. FDM, form-deprivation myopia.

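RNA from the retinas of male C57BL/6J mice was sequenced after 2 weeks of form deprivation, from P28 to P42. C57BL/6J is a common inbred laboratory strain, and a translucent goggle blurs the image on the retina of one eye, which in young animals drives the eye towards myopia. The files held 5 libraries, 2 from form-deprived (FDM) eyes and 3 from the uncovered contralateral control eyes. FDM 1 and Control 1 came from one mouse, FDM 3 and Control 3 from another, and Control 2 had no partner, because the FDM 2 library was left out by the authors. The number of the second FDM library differs between the sources. The sample labels number it 2, while Supplementary Tables 4 and 5 and the column of the count table number it 3, and the paper's number is used here. The authors estimated the number of reads of each gene with Salmon, after trimming with Trimmomatic, and deposited these estimates as whole numbers, together with counts normalized in DESeq2. The estimated counts summed to 43452105 in FDM 1, 47571577 in FDM 3, 40599047 in Control 1, 56534931 in Control 2 and 47571671 in Control 3. The paper's supplement lists 58.2, 62.9, 54, 76.7 and 62.5 M forward reads for the same libraries. Levels are given as counts scaled to the library total and the TMM factor (CPM). Within a library, the authors' normalization divided each gene by a factor of its own. Among the 7559 genes with over 1000 counts in every library, the middle 90% of these factors ran from 0.888 to 0.962 in FDM 1 and from 1.15 to 1.30 in Control 2. The estimated counts were compared between FDM and control eyes with edgeR's quasi-likelihood test after TMM normalization, for the 17432 genes with more than 10 counts in at least 2 libraries, the filter that the paper states for its meta-analysis. The choice of test, the count filter, the authors' factors and the pairing of the eyes could each change the number of genes called. At these totals, 3 counts, the smallest level treated as detected, lay between 0.0531 and 0.0739 CPM, a limit that covers counting error only.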

The retinas of these animals were submitted for RNA-Seq analysis. Upon quality control, one sample was removed as its read duplication level was >2 SD from the mean of the study. Differential gene expression analysis showed that 235 transcripts were differentially expressed between the control and experimental retinas (Figure 2A and Supplementary Table 1). 

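In the edgeR fit, 281 of the 17432 genes tested had an unadjusted p under 0.05, of which 79 were higher and 202 lower in FDM eyes. This is 1.61% of the genes, while 872 genes, 5% of those tested, would fall under this threshold if no gene differed and the test were calibrated. No gene (0) had a p under 0.05 after Benjamini-Hochberg adjustment. DESeq2's Wald test on the same genes and counts gave 172 genes at the unadjusted threshold, 36 higher and 136 lower, and 3 genes after adjustment. Of the 234 genes in Supplementary Table 1, 230 passed the count filter and 139 had an unadjusted p under 0.05 in edgeR with the direction the paper gives. The authors' table itself lists 76 genes as higher and 158 as lower, and 2 of them with an adjusted p under 0.05. Fitting the mouse as a block, with FDM 1 paired to Control 1 and FDM 3 to Control 3, moved the number at the unadjusted threshold most, to 1261 genes (622 higher and 639 lower), above the 872, and gave 54 genes after adjustment. The number after adjustment moved most, to 128 genes, when the block followed the numbers of the sample labels, with 439 genes at the unadjusted threshold. Across genes, which are not independent replicates, the deviations of same-mouse libraries from their group means had a mean correlation of 0.174, and of 0.205 when the label numbers were used for the pairing. Either block fit leaves a single residual degree of freedom. On simulated counts with 200 genes changed, the block by the paper's numbers called unchanged genes after adjustment. They numbered 87 at a 1.5-fold change, 72 at 2-fold and 43 at 4-fold, against 11, 18 and 14 without the block. Genes that pass adjustment with the block, here and below, can therefore include many unchanged ones. Among the genes with the smallest p, Tac2 (tachykinin 2, chromosome 10 of GRCm38, 127724478 to 127731768) had 12.3 ± 0.145 CPM in FDM eyes (SD, n = 2) and 19.4 ± 2.11 in control eyes (SD, n = 3). Its log2 fold change was -0.66 (standard error 0.12, unadjusted p = 7.12e-04, adjusted p = 1.0 from edgeR), and it stayed between -0.74 and -0.58 when each library was left out in turn. The block changed it to -0.59 (adjusted p = 0.0208 from edgeR). Sfrp5 (chromosome 19, 42197971 to 42202252) had a log2 fold change of -1.31 (standard error 0.28, adjusted p = 1.0 from edgeR, and 0.276 with the block). Of the 5 genes with the smallest p in each direction, Gm12033, Gm15425 and Cox7c-ps1 among the lower and Gm8325 among the higher are annotated as processed pseudogenes, whose reads could be split with the genes they were copied from. The paper counts transcripts as differentially expressed at an unadjusted p under 0.05 and describes its analysis as exploratory.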

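The crystallin genes Cryaa, Cryba1, Cryba2, Cryba4, Crybb1, Crybb2 and Crygs encode structural proteins of the lens. Their estimated counts were high in FDM 3 and low in FDM 1. Cryaa (chromosome 17 of GRCm38, 31677807 to 31681733) had 5 counts in FDM 1, 47021 in FDM 3, 5 in Control 1, 349 in Control 2 and 199 in Control 3. Cryba1 (chromosome 11, 77718615 to 77725283) had 24, 16057, 16, 131 and 88 counts in the same order. Crybb2 (chromosome 5, 113058258 to 113070117) had 1, 19521, 4, 300 and 64 counts. In CPM, Cryaa stood at 489 ± 691 in FDM eyes (SD, n = 2) and at 3.48 ± 3.06 in control eyes (SD, n = 3), so that the SD of the FDM group exceeded its mean. The log2 fold change of Cryaa was 7.08 (standard error 2.16, unadjusted p = 0.0129, adjusted p = 1.0 from edgeR). For Cryba1 it was 6.73 (standard error 1.81, unadjusted p = 0.00704, adjusted p = 1.0 from edgeR). All 7 crystallins had an unadjusted p under 0.05 in this fit, and all 7 after Benjamini-Hochberg adjustment over these 7 genes alone, a list that is the paper's own selection from these libraries. With FDM 3 left out, the log2 fold changes of all 7 were below 0, from -6.47 for Crybb2 to -1.05 for Crybb1. In limma on log2 of the authors' normalized counts plus 1, 0 of the 7 had an unadjusted p under 0.05. Within the first mouse, Cryaa differed between the FDM and control eye by -0.09 on the log2 scale, and within the third by 7.85. With the mouse as a block, all 7 passed adjustment over all genes tested, with adjusted p from 2.91e-06 for Cryba4 to 0.0118 for Crybb1 in edgeR. These block results rest on the third mouse. There the log2 differences between the eyes ran from 6.23 for Crybb1 to 8.28 for Crygs. In the first mouse they ran from -1.12 for Crybb2 to 0.43 for Cryba1, so the small p values do not reflect a rise in both mice. Cryba4 and Crybb1 lie next to each other on chromosome 5, and the reads of related crystallins could be split between family members. Such splitting does not account for the rise in FDM 3, since 6 of the 8 tested lens markers that are not crystallins were also highest there.

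**Figure D1:**
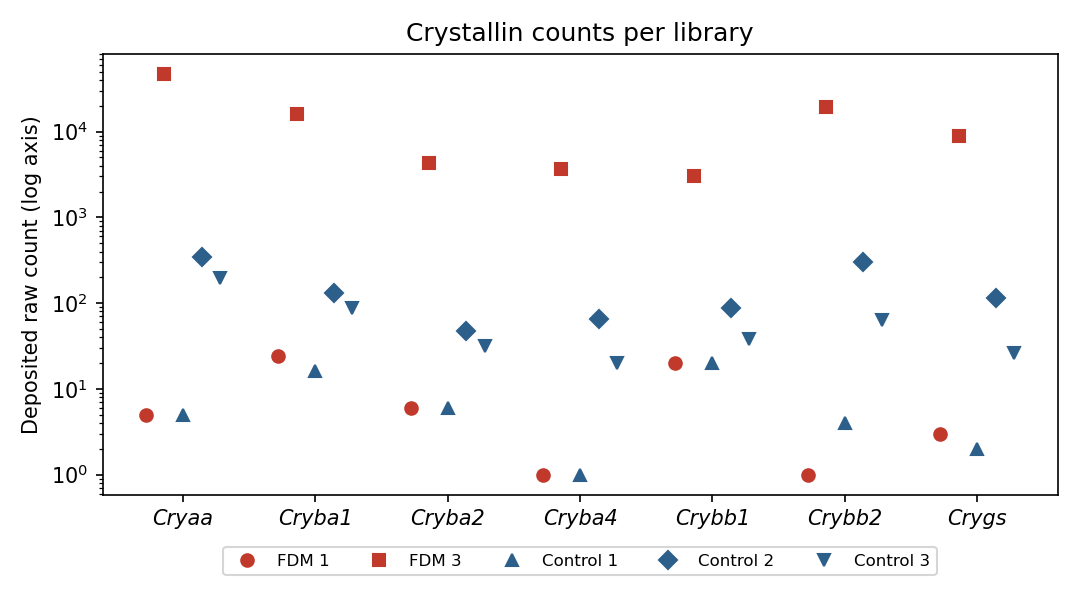
Estimated counts of the 7 crystallin genes in each of the 5 libraries, on a log axis, with FDM eyes in red and control eyes in blue and 1 point per library. FDM 3 is the highest library for each gene, and FDM 1 lies below Control 2 and Control 3.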

Among the most highly upregulated transcripts were several crystallins (*Cry*), such as *Cryaa, Cryba1, Cryba2, Cryba4, Crybb1, Crybb2* and *Crygs*. Upregulation of different crystallin transcripts has been also demonstrated previously in chick compound retina/RPE/choroid tissue in response to FDM (35) and in chick retinas after FDM and LIM induction (36). 

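Pon1, which encodes paraoxonase 1, lies on chromosome 6 of GRCm38 from 5168090 to 5193946. It had 58 estimated counts in FDM 1, 41 in FDM 3, 73 in Control 1, 258 in Control 2 and 166 in Control 3. In CPM this is 1.10 ± 0.343 in FDM eyes (SD, n = 2) and 3.28 ± 1.36 in control eyes (SD, n = 3). The log2 fold change was -1.60 (standard error 0.40, unadjusted p = 0.00510, adjusted p = 1.0 from edgeR), and it ranged from -1.95 to -1.28 when each library was left out in turn. The block fit gave -1.26 (adjusted p = 0.406 from edgeR). Both FDM libraries lay below all 3 control libraries, with Control 1 nearer to them than to the other controls. Raet1e (chromosome 10, 22158569 to 22374139) had 0 counts in both FDM libraries, 2 in Control 1, 11 in Control 2 and 10 in Control 3. It did not pass the count filter and was not tested in the fit above. Set against the limit of 3 counts, it was at least 2.29-fold lower in FDM eyes. When all genes with at least 1 count were fitted, Raet1e had an unadjusted p of 0.00344 and an adjusted p of 1.0 from edgeR. Raet1e belongs to a family of similar genes between which reads could be split.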

Among the downregulated genes were paraoxonase 1 (*Pon1*), an antioxidative protein associated with lower activity in AMD (37) and potentially linked to oxidative stress, which has been reported in myopia (38); and retinoic acid early transcript 1E (*Raet1e*), which is intriguing as retinoic acid signaling has been implicated in myopia (39).

**Figure 2:**
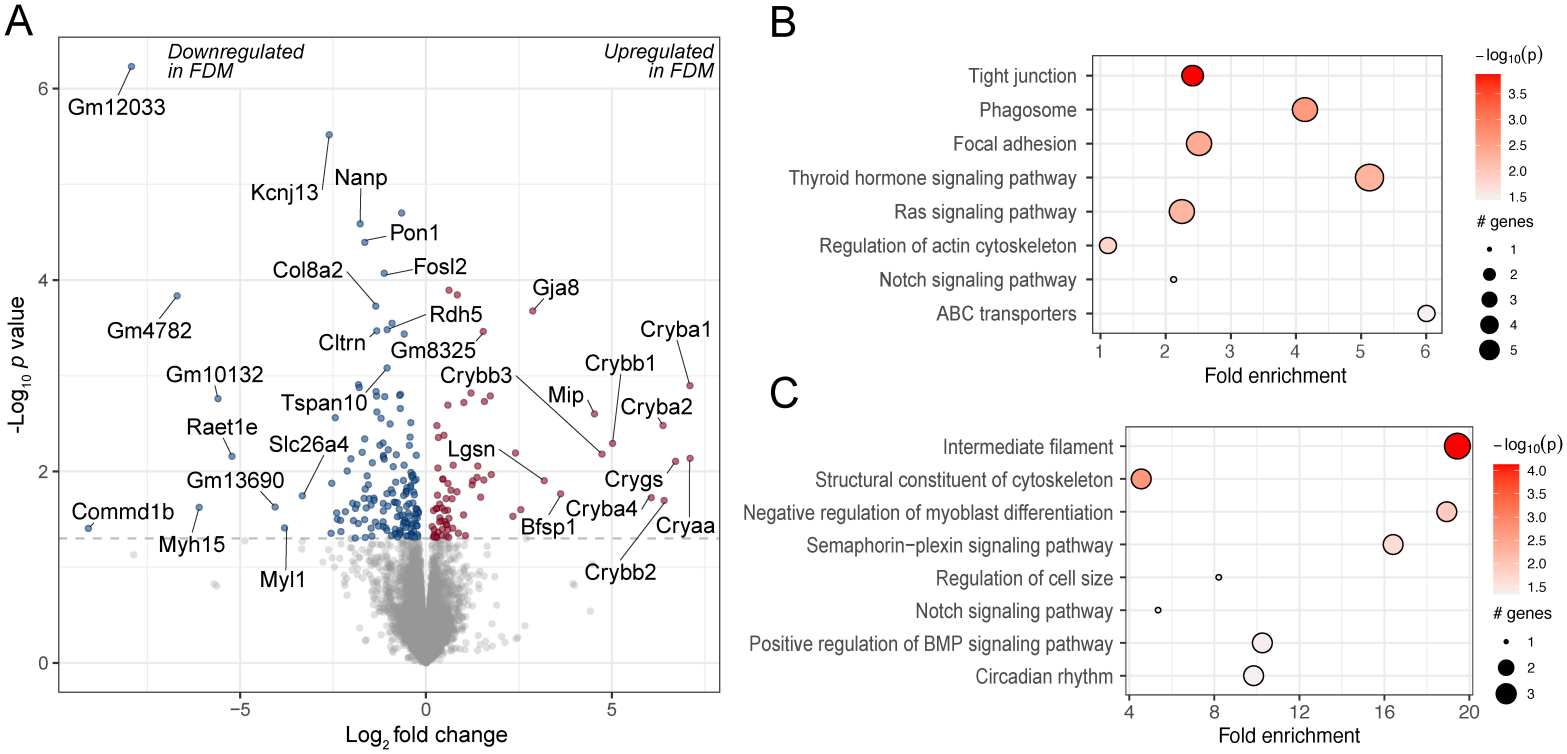
Differentially expressed genes and enriched pathways in FDM mouse retinas. **(A)** A volcano plot of genes differentially regulated in FDM retinas from wild-type mice, illustrating the log_2_ effect size and unadjusted log-transformed *p* values. The gray dashed horizontal line indicates an unadjusted *p* value of 0.05. Genes with significant changes are highlighted in red (upregulated) and blue (downregulated), with a selection of gene names indicated. A selection of KEGG pathways **(B)** and GO terms **(C)** enriched for the differentially regulated genes are highlighted.

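Of the 30 genes named on the volcano plot, all 30 were found in the count table and 27 passed the count filter, the others being Raet1e, Gm10132 and Myh15. Of the genes tested, 26 had an unadjusted p under 0.05 in edgeR, the exception being Myl1. In the block fit all 27 did, and 14 passed adjustment over all genes tested. Among the 14 were 8 lens markers, the retinal pigment epithelium (RPE) marker Slc26a4 and the muscle marker Myl1. Kcnj13 is an RPE marker too. For such genes, tissue carried into a library at dissection is a candidate explanation, taken up in the closing observations. Among the 27, 13 were higher and 14 lower in FDM eyes. FDM 3 was the highest library for all 13 higher genes, and FDM 1 lay above every control for 2 of them. Both FDM libraries lay below every control for 11 of the 14 lower genes, an arrangement that 10% of genes would show by chance before any selection on p. Kcnj13 (chromosome 1 of GRCm38, 87386363 to 87394729) had 26 counts in FDM 1, 26 in FDM 3, 46 in Control 1, 320 in Control 2 and 177 in Control 3, and a log2 fold change of -2.63 (standard error 0.64, adjusted p = 1.0 from edgeR, and 0.108 with the block). Nanp (chromosome 2, 151029685 to 151039398) had 95, 36, 277, 221 and 212 counts in the same order, and an adjusted p of 0.0052 from edgeR with the block. Slc26a4 (chromosome 12, 31519827 to 31559969) had 5, 44, 30, 492 and 292 counts, and an adjusted p of 6.25e-04 from edgeR with the block. Myl1 (chromosome 1, 66924295 to 66945404) had 7, 12, 7 and 28 counts in FDM 1, FDM 3, Control 1 and Control 2 and 590 in Control 3, and an adjusted p of 0.0376 from edgeR with the block. That p rests on the third mouse, where the eyes differed by -5.42 on the log2 scale, against -0.09 in the first. Commd1b, a paralog of Commd1 with which it could share reads, had 0 counts in FDM 1, FDM 3 and Control 1. It had 58 in Control 2 and 260 in Control 3. By the group means it was at least 32.8-fold lower in FDM eyes against the limit of 3 counts, a bound that rests mostly on Control 3. Its unadjusted p was 0.0285 from edgeR without the block, and its adjusted p was 5.67e-04 from edgeR with it. The block result rests on the third mouse, since both eyes of the first had 0 counts and Control 2 has no partner. Gm12033, a processed pseudogene, had 0 counts in both FDM libraries and 61, 58 and 19 in the controls, at least 14.8-fold lower in FDM eyes (adjusted p = 0.00614 from edgeR with the block).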

The genes were further analyzed for enriched pathways using the KEGG database and GO biological process terms. 

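Supplementary Table 2 lists Notch1, Itgav, Bmp4, Dio2 and Dio3 for thyroid hormone signaling and Bdnf, Csf1r, Met and Gng4 for Ras signaling. Csf1r is not among the genes of Supplementary Table 1. The largest change was that of Dio2 (chromosome 12 of GRCm38, 90724552 to 90738438), which encodes an enzyme that activates thyroid hormone. It had 501 estimated counts in FDM 1, 788 in FDM 3, 755 in Control 1, 5412 in Control 2 and 3385 in Control 3, and a log2 fold change of -2.14 (standard error 0.61, unadjusted p = 0.00910, adjusted p = 1.0 from edgeR). Dio3 (chromosome 12, 110279068 to 110281097), whose product inactivates the hormone, had 12, 37, 19, 138 and 74 counts in the same order and a log2 fold change of -1.51 (standard error 0.68, unadjusted p = 0.0609, adjusted p = 1.0 from edgeR). For both genes Control 1 lay within the range of the FDM libraries or beside it, and the spread among the 3 controls was wider than that between the FDM libraries. Notch1 and Itgav did not pass the unadjusted threshold, with log2 fold changes of 0.24 and -0.28. Among the Ras signaling genes, Gng4 (chromosome 13, 13784059 to 13827896) had 19.5 ± 1.83 CPM in FDM eyes (SD, n = 2) and 26.8 ± 2.53 in control eyes (SD, n = 3). Its log2 fold change was -0.46 (standard error 0.11, unadjusted p = 0.00397, adjusted p = 1.0 from edgeR). In the block fit Gng4 had a log2 fold change of -0.45 (adjusted p = 0.0173 from edgeR), while Dio2 and Dio3 had adjusted p of 0.0630 and 0.513. Met passed the unadjusted threshold with a log2 fold change of -0.82, and Bdnf and Csf1r, at -0.57 and -0.30, did not. With the genes that Supplementary Table 3 lists for BMP signaling and circadian rhythm, the paper's tables name 11 different genes, of which 5 had an unadjusted p under 0.05 and 1 had a p under 0.05 adjusted over the 11 alone. With the mouse as a block, 10 of the 11, all but Itgav, passed both thresholds. All of the 11 but Csf1r and Id2 are in Supplementary Table 1, so most were selected by the paper from these same libraries. Passing these thresholds is therefore not independent support. Adjusted over all genes tested, only Gng4 of the 11 passed with the block. The enrichment itself was not repeated, since no pathway annotation was used here. 

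**Figure D2:**
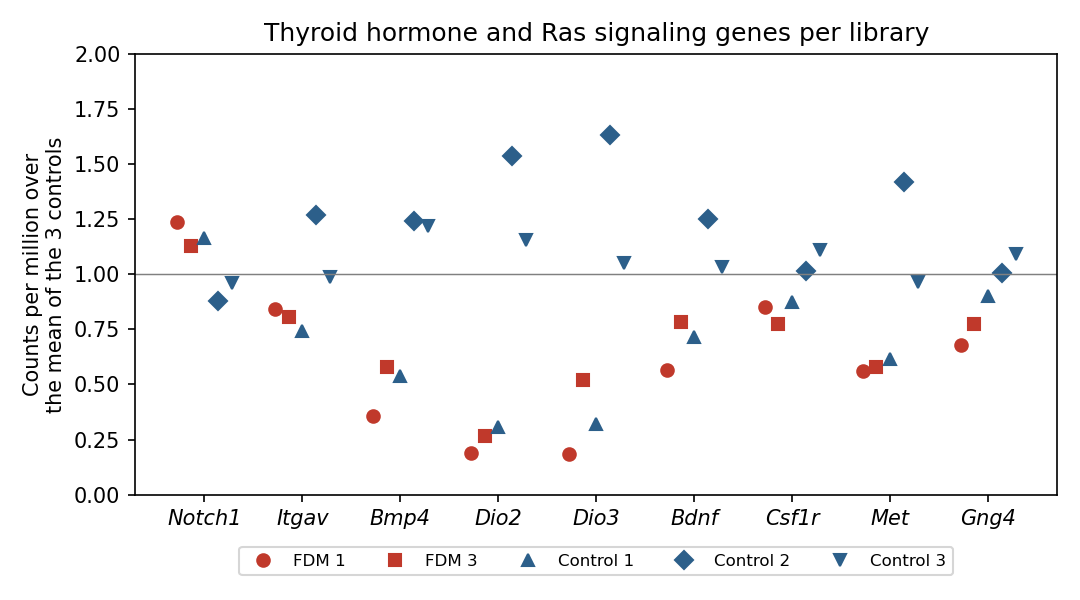
CPM of the thyroid hormone and Ras signaling genes in each library, divided by the mean of the 3 controls, with FDM eyes in red and control eyes in blue and 1 point per library. Dio2 and Dio3 stand at 0.306 and 0.320 of that mean in Control 1, and at 1.54 and 1.63 in Control 2.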

The enriched pathways included various cell signaling pathways, e.g. thyroid hormone and Ras signaling pathways. Thyroid hormone signaling has also been implicated in prior studies investigating the retinal response to experimental myopia (10, 40). A key gene in the Ras signaling pathway, *RASGRF1*, has been associated with myopia (41), and there is evidence that its downstream pathway, the MAPK pathway, is differentially regulated in myopic retinas (11). They also included the regulation of the BMP signaling pathway, which has been associated with experimental myopia in previous studies in the retina and choroid (42), as well as the sclera (43, 44) (Figures 2B, C, Supplementary Tables 2, 3).

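For the positive regulation of BMP signaling, Supplementary Table 3 lists Notch1 and Bmp4. Bmp4 (chromosome 14 of GRCm38, 46383520 to 46390669) had 43 estimated counts in FDM 1, 78 in FDM 3, 60 in Control 1, 198 in Control 2 and 162 in Control 3. Its level was 1.31 ± 0.445 CPM in FDM eyes (SD, n = 2) and 2.80 ± 1.12 in control eyes (SD, n = 3). The log2 fold change was -1.10 (standard error 0.40, unadjusted p = 0.0272, adjusted p = 1.0 from edgeR), with Control 1 between the FDM libraries. With the mouse as a block it was -0.88 (adjusted p = 0.314 from edgeR). Notch1 (chromosome 2, 26457903 to 26516663) had 1855, 1874, 1605, 1728 and 1577 counts, and its unadjusted p was 0.0969 in the edgeR fit without the block and 0.0331 with it (adjusted p = 0.654 from edgeR with the block).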

### 3.2 Identification of publicly available retinal transcriptomics datasets of experimental myopia

To increase the number of experimental samples and thereby increase the statistical power of our analysis, while simultaneously reducing the variation induced by conducting experiments in different laboratories in different species and using slightly different RNA-Seq protocols, we sought to combine and analyze all similar experiments conducted to date. We performed systematic searches in PubMed, GEO, and BioProject to identify studies employing transcriptome profiling to study retinal gene expression in response to experimental myopia in animal models. These searches yielded 71, 42, and 8 results, respectively. After screening the articles for inclusion criteria (see Materials and methods), we determined six suitable studies: two using mice (8, 9), three using chicks (7, 10, 45), and one using marmosets (6) as experimental animals. Four of the studies were included in the meta-analysis, as well as the RNA-Seq experiment presented earlier (Table 1).

There were several global differences between the studies conducted in mouse and chick models regarding the developmental stage of animals and the duration of myopia induction. The experiments conducted in mice used juvenile animals aged between 3 and 4 weeks, while chicks were as young as newly hatched to 7 days old. In mice, myopia was induced for a total of 2 to 4 weeks, while in chicks, the induction was limited to 4–48 h. Four of the five studies induced myopia with form deprivation, and one study in chicks used a −10D lens. Four studies used the contralateral eye as a control eye, while one used age-matched untreated animals. Three of the studies used only male animals, one used male and female, and the sex of animals in one study was not collected (see an overview in Table 1).

Since the chick and mouse samples differed not only in the experimental animal used but also in the developmental stage and myopia induction length, we conducted two separate meta-analyses, one including samples from mouse studies and one including all samples from chick studies. In these two sets of samples, we analyzed the effect of experimental myopia on the retinal transcriptome. A total of 9 control and 8 experimental myopia samples were identified using the mouse model, and 49 control and 50 experimental myopia samples in the chick model. After removing samples with outliers regarding sequencing read quality metrics (see Materials and methods; Supplementary Tables 4, 5), a total of nine control and seven myopia mouse samples, and 46 control and 45 myopia chick samples were included in the downstream analysis.

### 3.3 Meta-analysis of retinal transcriptomics datasets of experimental myopia

Samples from all included studies underwent the same analysis pipeline to ensure the results were directly comparable. 

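In a PCA of the 5 FDM and control libraries, made from variance-stabilized counts of the 500 most variable genes, PC1 carried 42% and PC2 32.3% of the variance. FDM 3 lay at 15.69 on PC1 and the other 4 libraries between -5.60 and -1.49, FDM 1 among them. On PC2, FDM 1 stood at -7.29, FDM 3 at -2.10, Control 1 at -6.63, Control 2 at 10.62 and Control 3 at 5.41. The genes with the largest weights on PC1 were Cryaa at 0.378, Crybb2 at 0.329 and Cryba1 at 0.303. When the lens, retinal pigment epithelium (RPE) and muscle marker genes were left out, PC1 carried 52.9% of the variance, and FDM 3 stood at 1.90 and FDM 1 at 5.98 on it, against 6.29, -11.68 and -2.50 for Control 1, 2 and 3.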

Principal component analyses (PCA) of the individual studies did not indicate a clear clustering of the experimental samples by myopia treatment (Supplementary Figure 1). In studies that used the contralateral eye as a control, the samples from the same experimental animal were clustered together (Supplementary Figures 1B, C, E). 

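In the mouse FDM experiment of Supplementary Figure 1E, the distance between FDM 1 and Control 1, which are eyes of one mouse, was 1.25 in the plane of PC1 and PC2. FDM 3 and Control 3, the eyes of another mouse, were 21.14 apart, while FDM 3 was 20.73 from Control 1 and 21.38 from Control 2. The mean distance of the same-mouse pairs minus that of the other FDM and control pairs, which averaged 18.32, was -7.12. Of the 6 ways to assign the FDM libraries to different controls, 1 gave a difference at least as far below 0, the real one (exact permutation test, one-sided, p = 0.167, the smallest p this design allows). With log2 CPM in place of variance-stabilized counts, 2 of the 6 did (exact permutation test, one-sided, p = 0.333). With all genes tested, FDM 3 was 20.55 from Control 3, 24.86 from Control 1 and 29.36 from Control 2, and with the 5000 most variable genes 21.9, 23.51 and 27.19, so that in both settings each FDM library was nearest the control of its own mouse. Without the lens, RPE and muscle marker genes, FDM 3 was 6.84 from Control 3 and 4.41 from Control 1.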

In the only study using experimental animals of both sexes, there was clear clustering based on sex (Supplementary Figure 1D).

Next, we combined the two studies conducted in mice and the three studies conducted in chicks separately by applying batch correction and normalization using ComBat-seq (30). Before batch correction and normalization, we observed the expected batch effects, revealed by the sample distribution in PCA (Figures 3A, C). After data processing, the samples were clustered significantly closer, while a certain level of segregation between samples remained (Figures 3B, D).

**Figure 3:**
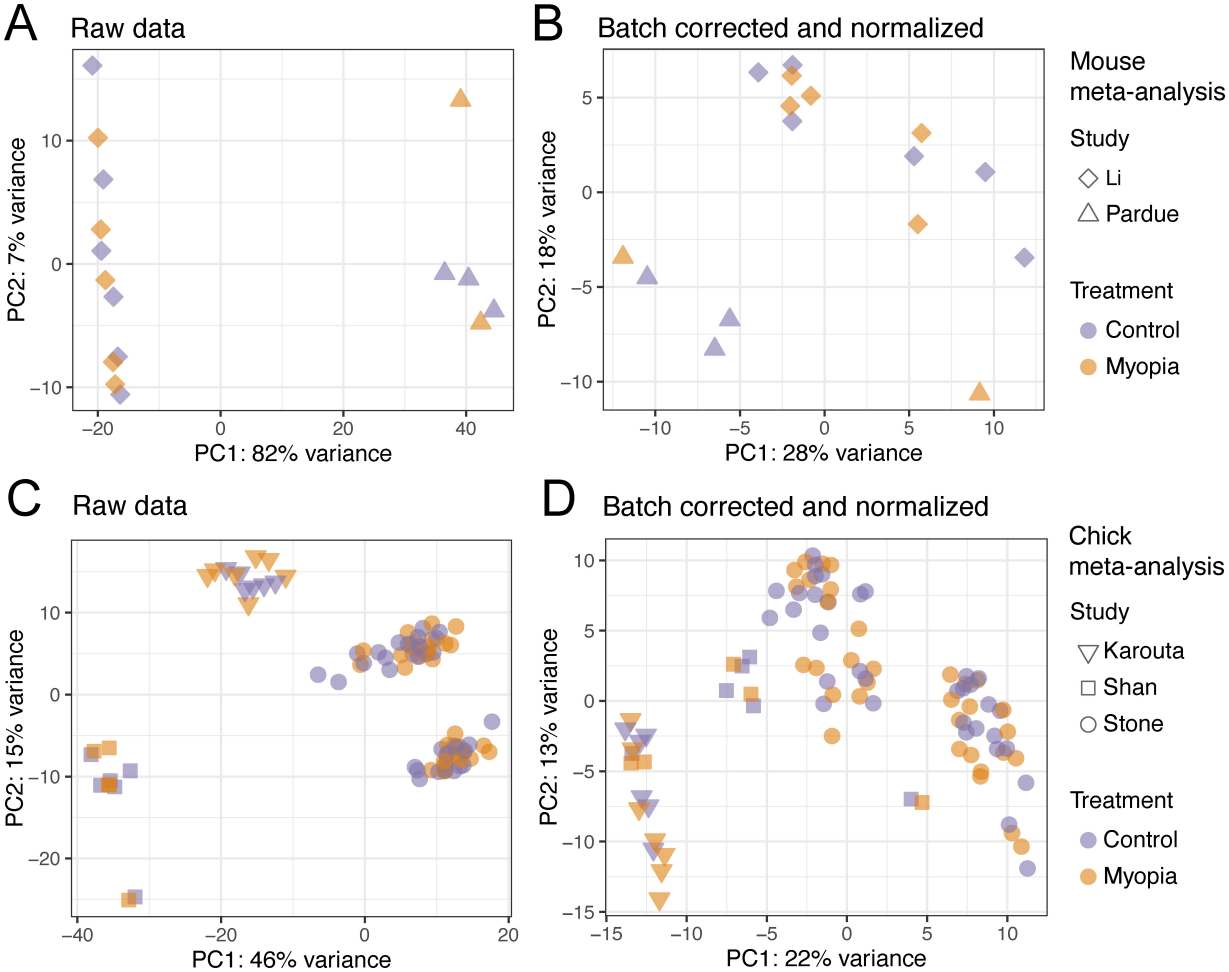
Principal component analysis of the samples included in the RNA-sequencing meta-analysis. The raw RNA-Seq datasets of the studies using the mouse model of myopia **(A)** and chick model of myopia **(C)** before any processing. The RNA-Seq samples of the mouse **(B)** and chick studies **(D)** after batch correction and normalization.

The meta-analysis of 16 mouse retinal samples identified 427 differentially regulated genes (unadjusted *p* value < 0.05, Figure 4A, Supplementary Table 6). Among the enriched KEGG pathways, significant changes were observed in signaling pathways such as TGF-beta (Figures 4B, C, Supplementary Table 7), which is critical in ocular growth and myopia development (42, 46). In addition, among the enriched pathways were dopaminergic, GABAergic and serotonergic synapse and circadian entrainment. The genes contributing to these pathways largely overlapped and included G-protein gamma subunit genes *Gng3* and *Gng4* (Figure 4C), which contribute to various receptor signaling pathways (47).

**Figure 4:**
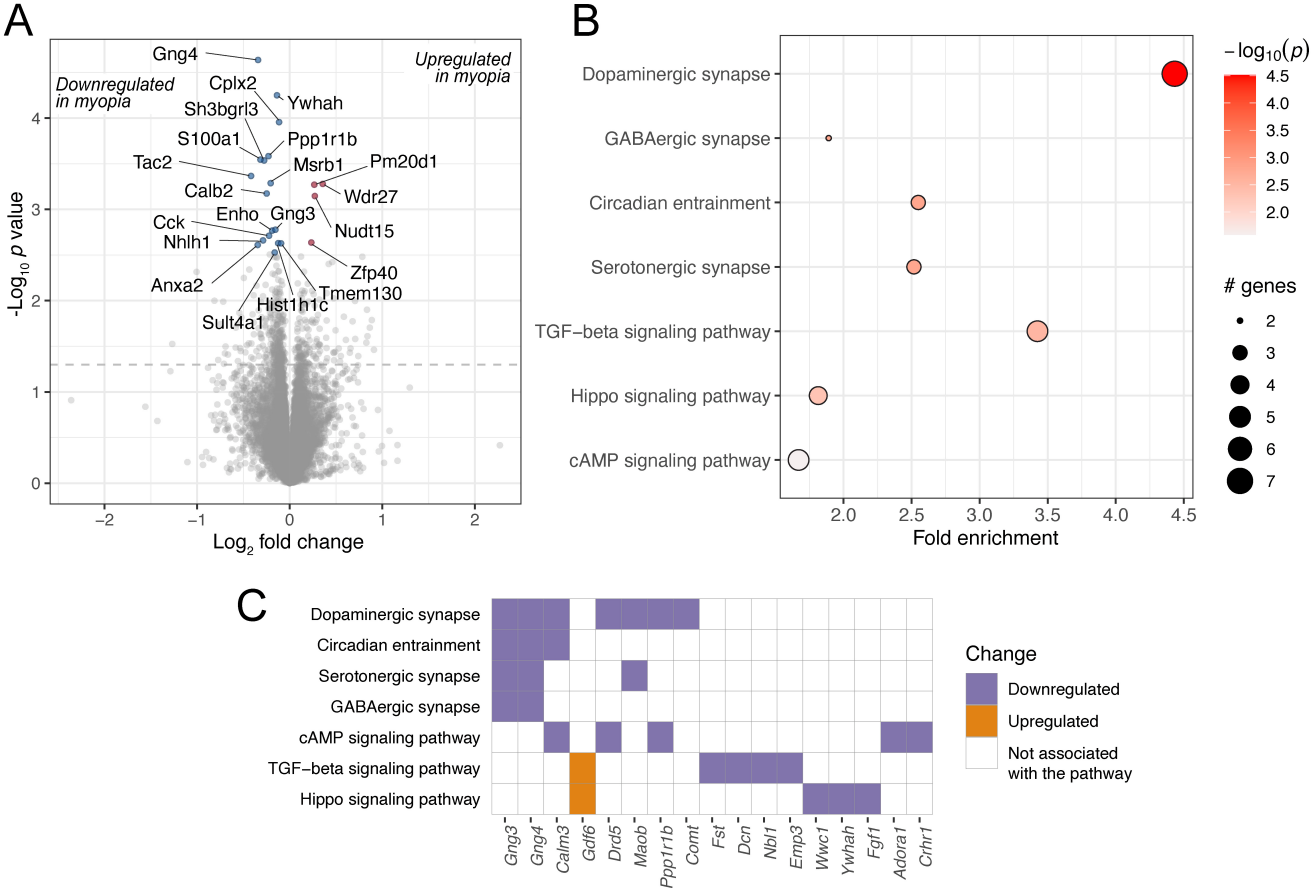
Genes and pathways differentially regulated in mouse retinas in response to experimental myopia. **(A)** A volcano plot of genes differentially regulated in response to experimental myopia in mouse retinas, indicating the log_2_ effect size and unadjusted log-transformed *p* values. The gray dashed horizontal line indicates an unadjusted *p* value of 0.05. A selection of genes significantly changing are highlighted in red (upregulated) and blue (downregulated), with the gene names indicated. **(B)** A selection of KEGG pathways enriched for the differentially regulated genes are highlighted. **(C)** The genes contributing to the pathways illustrated in **(B)** are shown on the horizontal axis, colors represent the directionality of gene expression change in experimental myopia.

A significantly larger number of samples, a total of 91, were included in the meta-analysis of chick retinal responses to experimental myopia. We found that 1,110 genes were differentially regulated (Figure 5A, Supplementary Table 8), a larger proportion of them (54%), with highest changes in significance, were downregulated. Among those genes was vasoactive intestinal polypeptide (*VIP*), which is expressed in a subset of amacrine cells (48), and its downregulation in response to myopia has been shown in macaque retinas (48), chick retinas (45) and chick retina/RPE complex (49). Furthermore, intravitreal administration of VIP reduced the magnitude of FDM, while VIP antagonists abolished FDM development in chicks (50). The most significantly downregulated gene was urotensin-2B (*UTS2B*; Benjamini-Hochberg adjusted *p* value 1.05E-35). *UTS2B* encodes for urotensin II-related peptide (URP), and the downregulation of prepro-URP has been reported previously in chick retina (45) and retina/RPE complex (49). In addition to its vasoactive properties, URP is also known to induce cell proliferation (51). To our knowledge, the effect of URP in the retina is not well understood. Also among the top downregulated genes was brain-derived neurotrophic factor (*BDNF*), which has been established as neuroprotective agent in the retina (52–54). While the exact role of BDNF in myopia has not been clearly identified to date, lower levels of BDNF have been found in the aqueous humor of myopic individuals (55), and polymorphisms in the noncoding RNA gene BDNF-AS, the antisense RNA of BDNF, have been associated with myopia (56).

**Figure 5:**
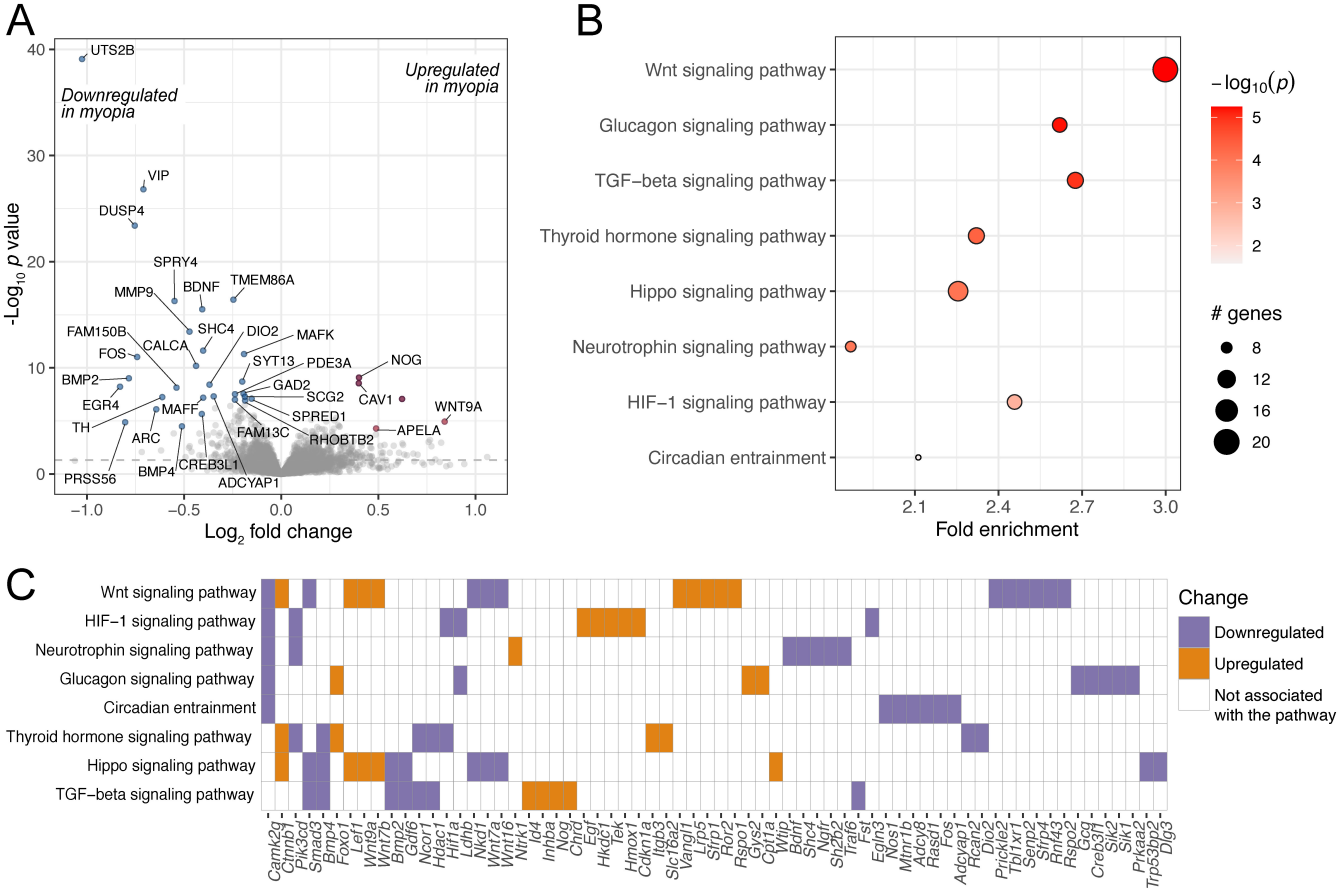
Genes and pathways differentially regulated in chick retinas in response to experimental myopia. **(A)** A volcano plot of genes differentially regulated in response to experimental myopia in chick retinas, indicating the log_2_ effect size and unadjusted log-transformed *p* values. The gray dashed horizontal line indicates an unadjusted *p* value of 0.05. A selection of genes significantly changing are highlighted in red (upregulated) and blue (downregulated), with the gene names indicated. **(B)** A selection of KEGG pathways enriched for the differentially regulated genes are highlighted. **(C)** The genes contributing to the pathways illustrated in **(B)** are shown on the horizontal axis, colors represent the directionality of gene expression change in experimental myopia.

In line with a higher number of differentially expressed genes, the gene set was enriched for more pathways (Figures 5B, C, Supplementary Table 9). Similarly to the mouse model, the TGF-beta pathway and circadian entrainment pathways were prominent. Among the pathways that were overrepresented in the genes changing in chick retinas, but not in mouse retinas, were the HIF-1 signaling pathway as well as glucagon signaling.

Next, we sought to understand to what extent the genes and pathways differentially regulated in the mouse and chick retinas overlap. Furthermore, we wanted to determine how the findings from experimental myopia models compare to the knowledge about refractive error genetics in humans. To this end, we analyzed the results of the meta-analyses in the context of genes implicated in refractive errors in GWAS studies (Supplementary Table 10), defined as being mapped in the proximity of genetic loci associated with refractive error and myopia. Regarding gene-level changes, we found that one gene, follistatin (*Fst*), was downregulated in mouse and chick retinas, and has also been implicated in refractive error in humans (Figure 6A, Supplementary Table 11). The impact of light perception and photoreceptors also seems to be conserved in the mechanisms. In particular, we observed that the gene encoding for melanopsin (*Opn4*) was downregulated in both mouse and chick retinas (Figure 6A). In addition, genes associated with photoreceptor function and phototransduction, such as *Vsx1* and *Rdh5*, were changing in chick retinas and are also implicated in refractive errors in humans (Figure 6A).

**Figure 6:**
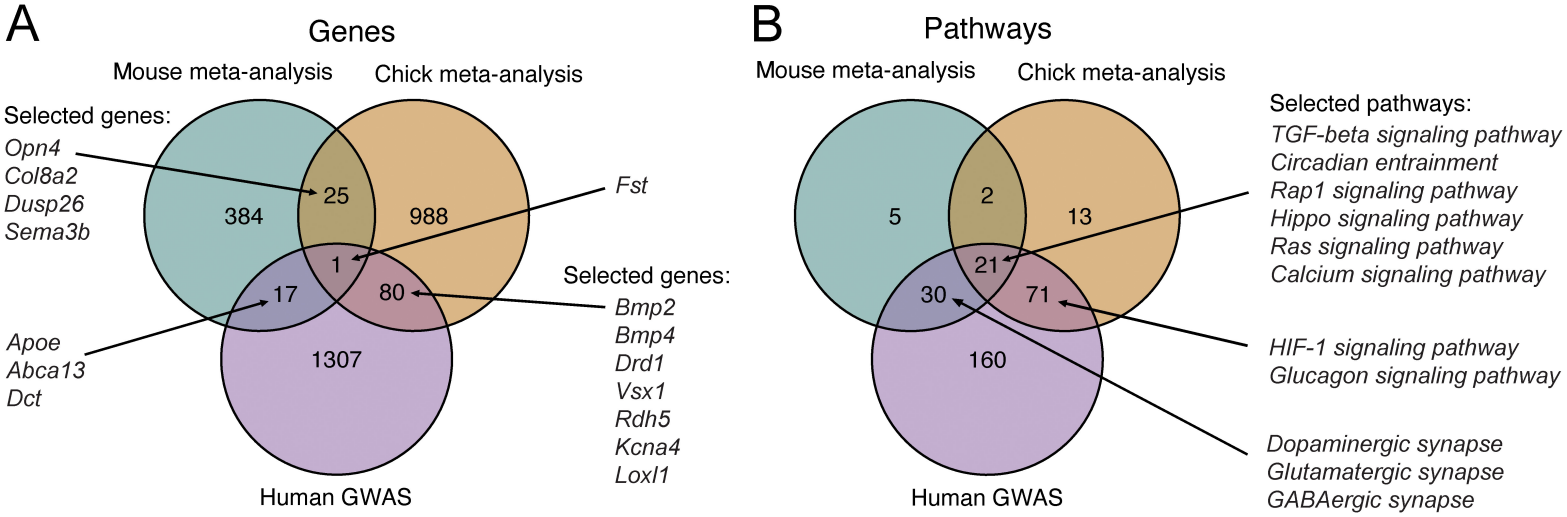
Overlap between genes and enriched pathways differentially regulated in experimental myopia in mouse and chick retinas, and those implicated in refractive error in human GWA studies. **(A)** Venn diagram of genes differentially regulated in experimental myopia in the mouse and chick retina and genes implicated in refractive error in humans show one gene associated with all three gene groups. **(B)** Venn diagram of pathways enriched for genes in **(A)**. A subset of genes and pathways most relevant in the context of the retina and refractive development are illustrated on the graphs. GWAS, genome-wide association study.

We further explored the pathways enriched for the genes changing in mouse and chick retinas, as well as those overrepresented in human refractive error susceptibility genes (Supplementary Table 12), with a subset highlighted for their relevance in retinal and refractive development (Figure 6B, Supplementary Table 13). Pathways associated with all three analyses included, again, the TGF-beta signaling pathway and circadian entrainment processes. These findings reveal the mechanistic similarities between experimental myopia in mouse and chick retinas and our knowledge of refractive error genetics in humans. They highlight the complexities of myopia as a multifactorial condition influenced by both conserved and species-specific pathways.

## 4 Discussion

Myopia is a growing healthcare concern, and a better mechanistic understanding of the disorder is required to design novel and effective management approaches. The increasing number of publicly available studies employing transcriptome profiling in experimental myopia provides the opportunity to combine the studies in meta-analyses, which increases the power of the analysis and allows the detection of consistent changes across experimental protocols and techniques. Here, we performed two meta-analyses on two retinal transcriptome profiling studies of mouse experimental myopia and three retinal transcriptome profiling studies of chick experimental myopia. During the final stages of manuscript preparation, another dataset by Stone et al. (57) was published, which was not included in this analysis.

We identified 427 and 1,110 differentially expressed genes in the mouse and chick retinas upon experimental myopia, respectively. The gene *Opn4*, encoding for melanopsin, a photopigment expressed in the photosensitive retinal ganglion cells, regulating primarily the non-visual light responses (58, 59), was downregulated in the retinas of both species. Melanopsin has been found to have a strong effect on refractive development in the mouse model, where knock-out of the gene results in more hyperopic refractions and an aberrant response to FDM (60, 61). The involvement of visual processing in myopia pathogenesis is indicated by the fact that we identified the gene *Vsx1*, essential for terminal differentiation of subsets of OFF bipolar cells, to be downregulated in chick experimental myopia (Supplementary Table 7) and is also implicated in refractive errors in humans (GWAS Catalog). The knock-out of *Vsx1* has been demonstrated to render mice less susceptible to FDM (62). Another gene differentially regulated in mouse and chick retinas, and involved in visual processing, was dopamine receptor 1 (*Drd1*). It has been shown in mice that the activation of retinal dopamine 1 receptor inhibits FDM development (63).

In the meta-analyses, we found that across species, which also differed in the duration of myopia induction and developmental stage, the TGF-beta pathway was differentially regulated, and the pathway was also enriched for genes associated with human refractive errors. The TGF-beta superfamily comprises cytokines, including TGF-beta, bone morphogenic proteins (BMPs), and several others. We observed downregulation of BMP2 and BMP4 in chick myopia, similar to previous studies (49), and these genes are also implicated in human myopia (Figure 6A). The only gene that was differentially regulated in both mouse and chick retinas and is also implicated in human refractive errors, was follistatin. The primary role of follistatin is to bind and neutralize members of the TGF-beta superfamily, including BMP2 and BMP4 (64), further implying the importance of this pathway in myopia pathogenesis.

Another pathway consistently changing in all three gene sets was circadian entrainment. How exactly circadian rhythms may affect myopia development is unclear, but there is evidence that multiple processes associated with refractive error display daily rhythmicity, including axial length (65, 66) and choroidal thickness (66), and the daily rhythm of axial length is altered in chicks developing experimental myopia (67, 68). In addition, data suggest a difference in behavioral circadian rhythms in myopic individuals. In particular, some studies indicate that myopic children have later sleep timing (69–71), shorter sleep duration (70, 72) and worse sleep quality (70, 73). The mechanisms underlying the association between myopia and circadian rhythms require further investigation.

Among the pathways associated with retinal gene changes in mouse and human myopia was dopamine signaling. While the overall dopamine signaling pathway was not overrepresented in the genes differentially regulated in chick retinas, tyrosine hydroxylase (*TH*), the rate-limiting enzyme in dopamine synthesis, was significantly downregulated in myopic chick retinas (Figure 5A). The relevance of dopamine signaling in myopia pathogenesis has been documented in several studies. For example, systemic administration of dopamine precursor L-DOPA resulted in attenuation of myopic shift in FDM (74), while the knock-out of *Th* in the mouse led to more myopic refractions (75). Furthermore, the dopamine receptor subtypes have been demonstrated to play distinct roles in myopic eye growth (76, 77).

One pathway overrepresented in the genes changing in chick retinas, was the HIF-1 signaling pathway, which has been associated with myopic signals in several studies (78, 79). Another such pathway involved glucagon signaling. The activation of glucagon signaling was demonstrated to inhibit experimental myopia in chicks (80). There is also evidence for the importance of glucagon signaling in the mouse retina. In particular, it has been demonstrated that glucagon increases inhibitory post-synaptic currents in rod bipolar cells in a dopamine-dependent manner, and this effect is abolished in retinas after 3 weeks of FDM (81), suggesting a potential neuromodulatory role for glucagon signaling also in the mouse retina.

In addition to studying myopia using experimentally induced models, other studies have taken advantage of the differences in the extent of myopia between different mouse strains (82), or of mouse models of diseases associated with myopia, such as complete congenital stationary night blindness (cCSNB) (11). Analyzing the retinal transcriptome of different mouse strains that vary in refractive error, Tkatchenko et al. (82) found the involvement of dopamine receptor signaling and phototransduction pathway in baseline myopia. Using three mouse models of cCSNB, Zeitz et al. (11) found that retinal genes differentially regulated were enriched for terms such as mitogen-activated protein kinase (MAPK) pathway and synaptic signaling. Similar to the results we obtained from the meta-analyses, *Bdnf* and *Tgfb2* transcripts were both downregulated in cCSNB models (11). A previous meta-analysis by Riddell et al. (83) studied the transcriptome changes of chick eye tissues in response to optically-induced refractive errors. Interestingly, they found an enrichment of genes associated with the complement cascade (83), which we did not detect. The discrepancy may originate from the tissues included in the analyses, while we only included retinal datasets, Riddell et al. included also the RPE and choroid (83). Collectively, these data highlight both similarities and differences in the molecular pathways underlying myopia across species and models, emphasizing the value of studying diverse experimental systems to gain a comprehensive understanding of myopia development and its underlying mechanisms.

There are several limitations to the meta-analyses presented in this article. First, the number of samples from different sexes was not balanced, in fact, only one study used male and female experimental animals. In that particular study, PCA revealed a strong effect of sex on the retinal transcriptome (Supplementary Figure 1D), and therefore, it is unclear to what extent the results are generalizable across sexes. Second, with this analysis, we identified the most robustly changing retinal transcripts, without differentiating between early and late responses to myopic stimulus, nor the differential effects of FDM and LIM. As new datasets are published and the number of samples increases, these analyses will be very interesting to perform, to further understand the intricacies of the molecular signatures in retinal responses to myopic stimuli.

## Data Availability

The original dataset presented in the study is deposited in the Gene Expression Omnibus repository, accession number GSE284642, and BioProject, accession number PRJNA1200000. These data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284642. Publicly available datasets were analyzed in this study. These data can be found in BioProject, accession numbers PRJNA678523, PRJNA832969, PRJNA766764, and PRJNA946718.

# Supplementary material for: Meta-analysis of retinal transcriptome profiling studies in animal models of myopia
**Source:** Front Med (Lausanne). 2025 Jan 14;11:1479891. doi: 10.3389/fmed.2024.1479891
**Supplement:** Supplementary file 2

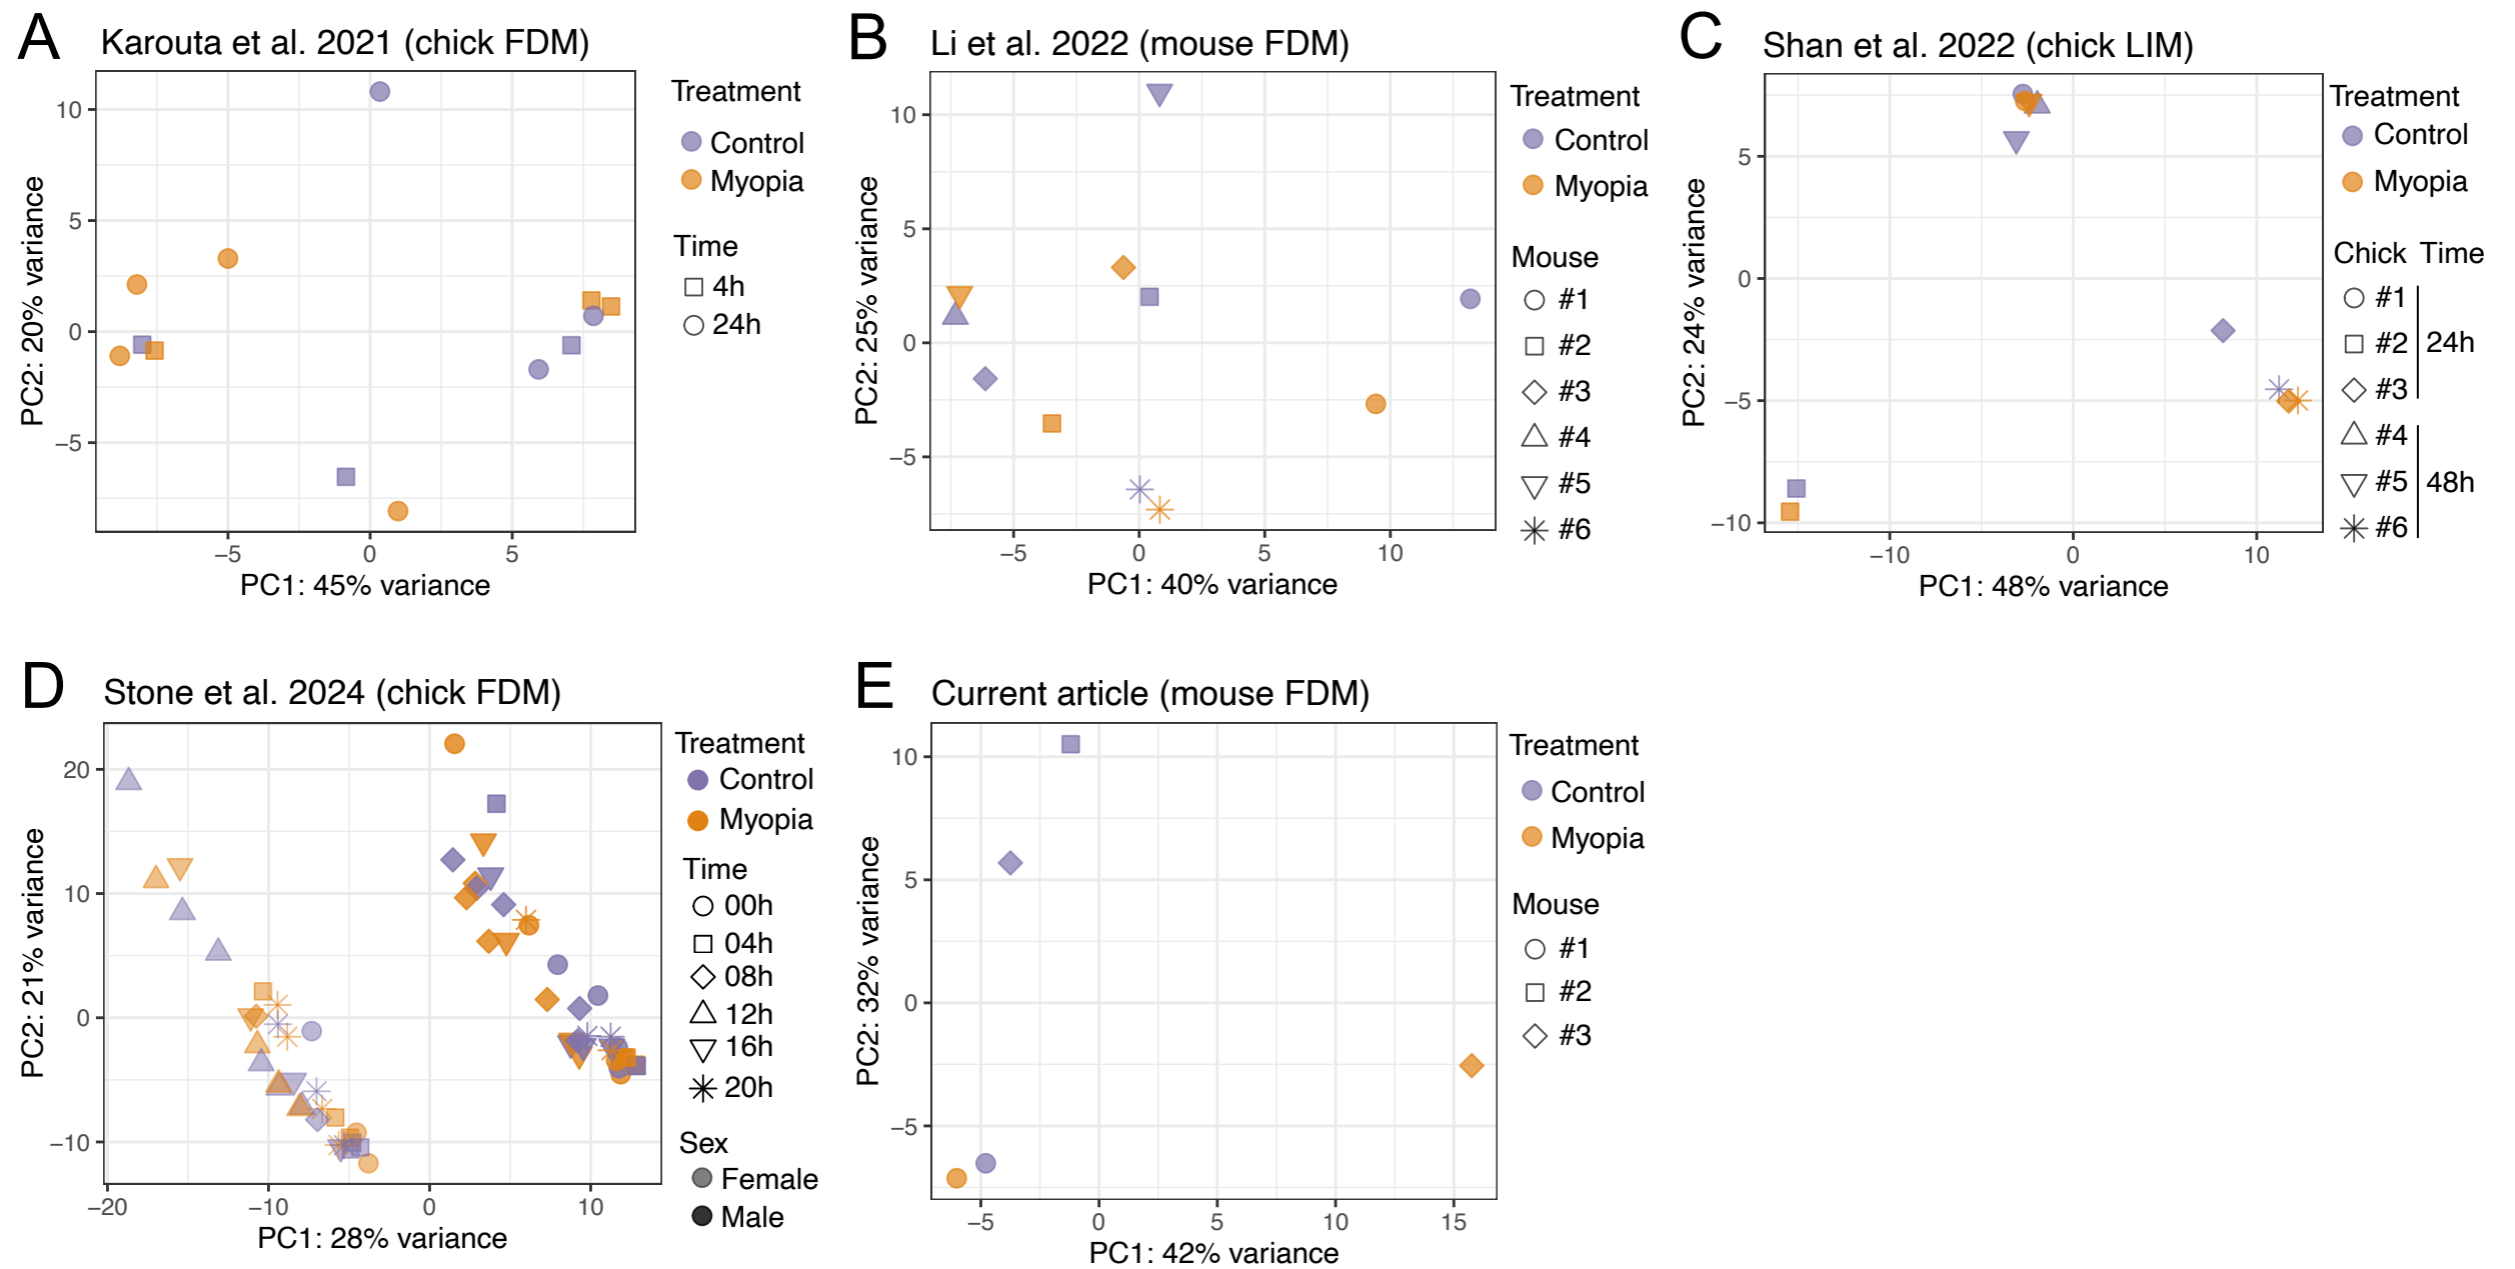

**Supplementary Figure 1.** Principal component analysis of the RNA-Seq studies included in the meta-analyses.

The principal component analysis considers some of the reported variables included in the experimental design in individual studies included in the meta-analysis. (A) Karouta et al. exposed chicks to form deprivation for 4 and 24 hours and used untreated animals as controls. (B) Li et al. induced myopia in mice with form deprivation using the contralateral eye as a control. (C) Shan et al. induced myopia with a -10 D lens with 24- and 48-hour exposures and used the contralateral eyes as controls. (D) Stone et al. exposed newly hatched chicks to form deprivation for one day and collected thereafter tissue every four hours over one diurnal day. They used the contralateral eyes as controls. Retrospectively, they determined the sex of the chicks. (E) In the RNA-Seq experiment presented earlier in this article, myopia was induced in mice with form deprivation, and the contralateral eyes were used as controls.

FDM – form-deprivation myopia, LIM – lens-induced myopia.

How the deposited data were processed for this re-analysis (not part of the article)

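Retinal RNA of male C57BL/6J mice was sequenced by the authors after 2 weeks of form deprivation of the right eye, and 5 libraries were analysed here, 2 from FDM eyes and 3 from control eyes. Groups were taken from the sample labels. The pairing of eyes comes from the mouse numbers of the paper: Supplementary Tables 4 and 5 and the column name of the count table give the second FDM library the number 3, while the labels give it the number 2.

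The authors trimmed the reads with Trimmomatic, estimated the reads of each transcript with Salmon, summed them to genes, and deposited the estimated counts as whole numbers, so that no rounding was needed. For the meta-analysis the paper states GRCm38 with Ensembl v91 as annotation. The authors also deposited a signal of counts normalized in DESeq2. The ratio of the deposited counts to this normalized signal differs between genes of one library, so the normalization used a factor for each gene and library. One FDM library was left out by the authors for its read duplication, which the paper's supplement gives as 57.1% of forward reads against 45.4% to 48.4% in the other libraries.

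From the estimated counts, genes with more than 10 counts in at least 2 libraries (17432 of 33636), the filter the paper states for its meta-analysis, were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization and the quasi-likelihood test, with no covariate. The threshold was the paper's unadjusted p of 0.05, and Benjamini-Hochberg adjusted values over all genes tested are given beside it. Standard errors are the log2 fold change divided by the square root of the F statistic. The alternatives used DESeq2 1.42.0, limma 3.58.1 on log2 of the normalized counts plus a pseudocount of 1 or 0.1, other normalization factors, other count filters, the mouse as a block, and each library left out in turn. Where 1 FDM library remained, only fold changes are reported. After the data had been seen, the factors were recovered as the ratio of the deposited counts to the normalized counts and used in DESeq2 under 8 count filters and once as offsets in edgeR. For PCA, the variance-stabilizing transformation of DESeq2 and the 500 most variable genes were used. Coordinates are from the GENCODE M21 annotation of GRCm38, which is a later release on the same build as the paper's, and 33585 of the gene identifiers were found in it.

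The scripts were tested on simulated counts for the 17432 genes, with 200 genes changed and the spread that the edgeR fit estimated. The changed genes were drawn only from those above a minimum mean count. Libraries were simulated independently, with no differences between mice and no carried-over tissue. At a 2-fold change, edgeR recovered 98.5% of the changed genes at the unadjusted threshold and 84% after adjustment, and it called 4.68% of the unchanged genes at the unadjusted threshold. At 1.5-fold these shares were 89.5% and 21%. With the mouse as a block, 72 unchanged genes had an adjusted p under 0.05 at a 2-fold change, against 18 without it.

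Totals ran from 40599047 to 56534931 counts per library, with a median of 45511841 in FDM and 47571671 in control eyes. No pair of libraries held the same counts: the chi-square per degree of freedom over genes was lowest for FDM 1 and Control 1, at 12.19, and 61.52 for Control 1 and Control 2.

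Except for Dsg1a, B230307C23Rik, Hhip, Exo1 and Dlec1, the genes named in the text were set by a rule before the data were examined. The exceptions were named after their values were seen. The rule took the genes the paper names for this experiment in its text, in Figure 2A and for the thyroid hormone, Ras, BMP and circadian terms of its supplement. It added the 5 genes with the smallest p in each direction. For the closing observations it added the genes of the mouse meta-analysis and lists of lens, RPE, muscle, blood and activity-regulated marker genes. The marker lists were written after reading Supplementary Table 1 and before the counts were examined. The gamma-crystallins outside that table are members of the lens list. Pathway enrichment and the combined mouse and chick meta-analyses were not analysed here.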

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

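The tests of library size, of shared reads and of an effect of form deprivation were chosen only after the crystallin counts were seen. The test of lens carry-over was set before, but the difference that would count for it was put in numbers only after first values had been seen.

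The 6 gamma-crystallin genes Cryga to Crygf, which are outside Supplementary Table 1 and which the paper does not discuss, summed to 8893 counts in FDM 3, above the level in the control libraries, which held 6, 959 and 36 counts. FDM 1 held 5. A candidate explanation is lens tissue carried into a library at dissection. If so, lens markers outside Supplementary Table 1 would follow those inside it, and libraries of one group would differ as much as the groups do. The 10 lens markers outside the table that passed the count filter had a median deviation from each gene's mean of -2.27 in FDM 1, 3.75 in FDM 3, -1.92 in Control 1, 1.57 in Control 2 and -1.37 in Control 3 on the log2 scale. The largest difference between libraries of one group was 6.03, between the FDM libraries, and the 14 markers inside the table also peaked in FDM 3. This is what carry-over predicts. It cannot show where the RNA came from, and a lens signal made in the retina of that one eye is not excluded.

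An effect of form deprivation in both FDM eyes would place both above the controls. For the 10 markers outside the table, the lower FDM library, FDM 1, minus the highest control, Control 2, was -3.84, which goes against it. The 14 markers inside the table also lay lower in FDM 1, at -1.70, than in Control 2, their highest control, at -0.31. A larger library for FDM 3 does not account for the counts, since its total was 1.05 times the median of the others, while Cryaa was 135 times its highest count elsewhere. Reads shared between crystallin paralogs do not account for them either, since 6 of the 8 tested lens markers that are not crystallins were also highest in FDM 3. Lens markers took 0.309% of all counts in FDM 3 and between 0.037% and 0.0399% in the other libraries, too small a share to distort the other genes through the library total.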

How the results depend on the processing

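The alternatives below were set before the data were examined, except those with the authors' factors, which were chosen after seeing the data. The cause of each change was not tested unless stated.

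The number of genes with an unadjusted p under 0.05 was 281 in edgeR. It was 172 with DESeq2 on the same genes, 498 in edgeR on all genes with at least 1 count, 1261 with the replicate block by the paper's mouse numbers and 439 with the replicate block by the label numbers, and from 146 to 944 across the 3 fits that each left out one control. Other planned settings stayed within 1.5 times the count. The share of higher genes was 28.1%, against 49.3% with the paired block of the paper, 40.9% without Control 1 and 64.5% without Control 2. The correlation of deviations was 0.174 for the paper's pairs and 0.205 for the label numbers. With 2 FDM libraries their deviations mirror each other by construction, so it does not tell which numbering pairs the eyes.

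After adjustment, 0 genes passed in edgeR (281 at the unadjusted threshold), 3 with DESeq2 on the same genes, 6 with DESeq2 and its defaults, 54 with the replicate block by mouse, 128 with the block by label numbers, and from 0 to 12 with one control left out. The block by label numbers follows a pairing that differs from the numbers in the paper's tables. Neither these numbers nor the counts settle which pairing is right. The refractive errors in the sample labels argue for the paper's numbers. They were 0.976 D in FDM 1, 0.2745 D in FDM 3, and 2.4455, 3.1505 and 2.465 D in Control 1, 2 and 3. The shift of the mouse left out is unknown and can be set to meet the paper's mean shift. With the paper's pairs the SD then also meets the paper's, and with the label pairs it is larger. On simulated data the block also called unchanged genes, 72 after adjustment at a 2-fold change. In DESeq2 with the authors' factors it was 2 under 5 of the 8 count filters and 5 under the 3 filters on the total count.

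The 7 crystallins fell to 0 at the unadjusted threshold in limma with either pseudocount, and ranged from 3 to 7 with one control left out. With one library left out, the log2 fold changes ranged from -4.90 to 8.09 for Cryaa, -1.47 to 7.73 for Cryba1, -2.01 to 7.28 for Cryba2, -4.43 to 7.31 for Cryba4, -1.05 to 6.02 for Crybb1, -6.47 to 8.05 for Crybb2, -3.65 to 8.17 for Crygs, -0.60 to 5.66 for Crybb3, -0.02 to 5.48 for Mip and -0.83 to 4.59 for Bfsp1, and each was below 0 without FDM 3. The cause is visible in the counts, since FDM 3 alone carries the rise.

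Of the 11 pathway genes, 5 passed in edgeR, 8 on all genes with at least 1 count, 10 with the replicate block by mouse, and from 2 to 10 with one control left out. With the authors' factors, 9 passed in DESeq2 under each of the 8 filters and 8 in edgeR. Of the genes of Supplementary Table 1, 139 passed with the same direction in edgeR, and from 67 to 161 with one control left out. With the authors' factors in DESeq2 the number was 230 with more than 10 counts in 2 libraries, 234 with at least 10 counts in 2 libraries, 232 with at least 10 counts in total, 230 with either filter on normalized counts in 2 libraries, 219 with more than 10 counts in 3 libraries, 232 with more than 10 normalized counts in total and 225 with at least 1 count. Among single genes under each alternative, 52 values lost and 83 gained the unadjusted threshold, and 10 reversed direction. A further 14 moved by more than a standard error with an FDM library left out, and 841 did none of these.

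PC1 and PC2 carried 42% and 32.3% of the variance, 45.5% and 26.3% over all genes tested, 39.6% and 25.9% with log2 CPM, 52.9% and 25.3% without the marker genes, and 43.6% and 29.1% with the 5000 most variable genes. The share of mouse meta-analysis genes with the paper's direction was 94.1%, and from 80.0% to 96.0% with one library left out. The same-mouse distance kept its sign in all 4 alternatives.

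Depth limits Raet1e, with at most 11 counts in any library, whose fold can be given only as a bound.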

Differences from the paper's values

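For Gng4 the log2 fold change was -0.46 against the paper's -0.25 (standard error 0.11, Supplementary Table 1). Of the alternatives set before the data were examined, limma on the authors' normalized counts gave -0.25 with either pseudocount. The other such alternatives, which use the deposited counts without the authors' factors, did not close the gap and ran from -0.56 to -0.37. DESeq2 or edgeR with the authors' factors, chosen after seeing the values, gave -0.25.

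The paper's text gives 235 transcripts, and its Supplementary Table 1 lists 234. The edgeR fit gave 281, within 1.5 times of both. After the data had been seen, DESeq2 was run with the authors' factors under 8 count filters, and all 8 are given here because some come close to the paper's number. The filter of at least 10 counts in at least 2 libraries gave 236 genes, which included all 234 of the table, with log2 fold changes within 0.00428 of the paper's. The filter that the paper states for its meta-analysis, more than 10 counts in at least 2 libraries, gave 232, of which 230 were in the table. At least 10 or more than 10 normalized counts in at least 2 libraries each gave 234, of which 230 were in the table. More than 10 counts in at least 3 libraries gave 222, at least 10 counts in total 266, more than 10 normalized counts in total 267, and at least 1 count 263. The match to the table was found by trying these filters, and it does not establish which one the authors used. edgeR with the authors' factors, also chosen after seeing the values, gave 330.

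The paper calls Per1, Notch1, Itgav, Bdnf, Dio3 and Myl1, whose unadjusted p in edgeR was 0.11, 0.0969, 0.202, 0.0529, 0.0609 and 0.0514. Of the alternatives set before the data were examined, limma with either pseudocount called Per1, Notch1 and Itgav. The replicate block by mouse called Per1, Notch1, Bdnf, Dio3 and Myl1, and the block by label numbers called Bdnf and Dio3. DESeq2 on the same genes, DESeq2 with its defaults and edgeR on all genes with at least 1 count each called Bdnf, Dio3 and Myl1. Leaving out Control 1 called Notch1, Itgav, Bdnf, Dio3 and Myl1, and leaving out Control 2 called Myl1. DESeq2 with the authors' factors, chosen after seeing the values, called all of them under each of the 8 filters, and edgeR with these factors called Per1, Notch1, Itgav and Dio3.

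In all, 91 of the 230 tested genes of Supplementary Table 1 were not called in edgeR with the paper's direction. Of the 234, limma called 175 with a pseudocount of 1 and 174 with 0.1, edgeR on all genes with at least 1 count 161, the block by mouse 161, DESeq2 142 and, with authors' factors chosen after seeing the values, edgeR 196. Raet1e, Gm10132, Myh15 and Dsg1a did not pass the count filter here, Dsg1a being named after its values were seen. edgeR and DESeq2 on all genes with at least 1 count called these 4. DESeq2 with the authors' factors, chosen after seeing the values, called Raet1e, Gm10132 and Myh15 under 4 of the 8 filters, those with at least 10 counts in 2 libraries or a minimum on the total, and Dsg1a under these 4 and both filters on normalized counts in 2 libraries. Of the tested genes in Supplementary Table 1, 4 had the opposite sign in edgeR, and they are named here after their values were seen: B230307C23Rik (-0.26 against the paper's 1.21), Hhip (-0.01 against 1.56), Exo1 (-0.02 against 0.58) and Dlec1 (0.03 against -0.55). With limma, and with the authors' factors chosen after seeing the values, none (0) of the table's genes had the opposite sign. The paper's supplement lists Csf1r and Id2 in its pathway tables, and neither is in Supplementary Table 1.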

Other observations

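The tests of the splits of the libraries and of the control nearest to the FDM libraries were chosen only after the results were seen. The tests of marker genes were set before the counts were examined, but the differences and the percentile that would count for each were put in numbers only after first values had been seen.

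Without the mouse as a block, the grouping into FDM and control eyes did not give more genes than most other groupings. Of the 10 ways to split the 5 libraries into 2 and 3, 8 gave at least as many genes with an unadjusted p under 0.05 as the real one, itself included, and the split of Control 2 and Control 3 from the rest gave 2315 against 281. Among the 4 splits that part both same-mouse pairs, as the real one does, 3 gave as many. The other 6 splits keep at least one mouse together, so they also carry differences between mice. With the mouse as a block, the real grouping gave 1261 genes, 54 of them after adjustment, and the only other different split that parts both pairs gave 528 and 35, so that 1 of the 2, the real one, gave as many. The result of this comparison therefore depends on whether the pairing is modelled. Neither number of splits allows a share under 0.05, so chance can neither be excluded nor shown. On simulated counts with the same number of libraries, edgeR recovered 98.5% of genes changed 2-fold at the unadjusted threshold. The simulation changed no low-count genes and held no differences between mice and no carried-over tissue. It called 4.68% of unchanged genes, while the real fit called 1.61% of all genes. The 98.5% is therefore not the power of this experiment.

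RPE markers also differed between libraries of one group. The 16 RPE markers outside Supplementary Table 1 had median deviations of -0.14 in FDM 1, -0.22 in FDM 3, -0.30 in Control 1, 0.26 in Control 2 and 0.40 in Control 3. The largest difference within a group was 0.70, between controls. The 14 RPE markers inside the table had close medians of 0.92 in Control 2 and 1.00 in Control 3, and 9 of them were highest in Control 2 and 5 in Control 3. Of the 16 outside the table, 4 were highest in Control 2 and 11 in Control 3. Rpe65 had 238, 217, 214, 1589 and 1123 counts in FDM 1, FDM 3 and Control 1, 2 and 3. The higher levels in Control 2 and Control 3 are what unequal RPE carry-over between libraries predicts, with Control 1 resembling the FDM eyes. A single amount of RPE per library does not by itself predict that the highest control differs between the sets. The 22 muscle markers outside the table stood at 0.98 in Control 3 and between -0.29 and -0.17 in the other libraries, a difference of 1.25 between controls, and 20 of the 22 were highest in Control 3. This is consistent with muscle tissue carried into that library. Neither test excludes a change in the retina of these eyes.

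The genes listed as lower in Supplementary Table 1 may rest largely on Control 2 and Control 3. Of the 137 such genes that were tested and are in no lens, RPE or muscle list, Control 1 was the control nearest the FDM mean for 103 (75.2%, against 33.3% if each control were nearest equally often), Control 2 for 20 and Control 3 for 14. The median log2 difference between the eyes was -0.26 in the first mouse and -0.75 in the third. The FDM eye was lower for 113 of the 137 genes in the first mouse and for 136 in the third, so the direction was mostly shared while the size was not. The genes were chosen for a difference in these libraries, and genes are not independent, so no p is given. Dio2, Dio3 and Bmp4 show this arrangement too.

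Activity-regulated genes are a candidate for a response to the diffuser. The 32 such genes outside Supplementary Table 1 had a median log2 fold change of -0.17, which lay at the 0.0 percentile of 10000 random lists of the same size and expression. Their median deviations were -0.10 in FDM 1, -0.06 in FDM 3, 0.04 in Control 1, -0.03 in Control 2 and 0.14 in Control 3, so both FDM libraries lay below all 3 controls, which 10% of splits give by chance. The percentile alone does not separate a response from carry-over, since it was also 0.0 for the RPE markers outside the table (median log2 fold change -0.41) and for the muscle markers (-0.54), and 0.85 for 5 blood markers (-0.23). Without the mouse as a block, none (0) of the 32 genes had an unadjusted p under 0.05, a count that carries little weight, since genes under this threshold in the paper's own test of these libraries were left out with the table. Of the 15 such genes inside the table, which were selected the opposite way, 11 had an unadjusted p under 0.05 without the block and 15 with it, 4 of them after adjustment. With the block, 12 of the 32 genes outside the table had an unadjusted p under 0.05, all lower in FDM eyes, and 3 passed adjustment over all genes, Fos (log2 fold change -0.61, adjusted p = 0.0118 from edgeR), Egr1 (-0.91, adjusted p = 0.0057 from edgeR) and Nr4a1 (-0.51, adjusted p = 0.0258 from edgeR). The adjusted p of these 3 genes without the block was 1.0. The block also called 15 of the 22 muscle markers and 5 of the 16 RPE markers outside the table at the unadjusted threshold, all lower in FDM eyes. After adjustment over all genes, 2 of the muscle markers passed, Tnnc2 (adjusted p = 4.99e-04 from edgeR) and Myh3 (adjusted p = 0.00418 from edgeR), and 0 of the RPE markers. Control 2, which has no partner in the block, lay below both FDM libraries for Fos, Egr1 and Nr4a1. RPE or muscle carry-over does not account for the level of these 3 in Control 1, which was low in both marker sets. Control 1 had 119 CPM of Egr1, 55.6 of Fos and 75.5 of Nr4a1. Control 2, where the RPE markers were high, had 29.5, 28.7 and 41.8. Control 3, high in both marker sets, had 87.9, 56.2 and 73.5, so carry-over is not excluded for the difference in the third mouse. Activity-regulated genes are regulated together and respond to handling and to time after death, which were not tested. The shift therefore cannot be told apart from these.

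Of the 427 genes in the paper's mouse meta-analysis, 425 were tested here and 400 (94.1%) had the direction the paper gives. These 5 libraries are part of that meta-analysis, so the share is not independent of it. Gng3 had a log2 fold change of -0.11, Fst of -0.81 and Opn4 of -0.19 in these libraries, and 28 of the 425 had an unadjusted p under 0.05 with the paper's direction.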
